A study of Populus tremula x Populus alba with 10 samples.

How the data were processed

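RNA was measured in stems of hybrid poplar (Populus tremula x alba, INRA clone 717 1B4) with 2 assays, single-nucleus RNA sequencing and bulk RNA sequencing. Per the labels' protocols, plants raised in vitro were potted in peat and grown for 6 weeks before watering was controlled for the treatment period. Control plants stayed near field capacity, which is the water a soil holds after draining, at 0.46 cubic metres of water per cubic metre of soil. Drought plants received no water until the soil was at 15% of field capacity. They then got small daily amounts to hold that level for 14 days, with a wilting threshold of 0.1 cubic metres per cubic metre.

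The nuclei came from 2 control and 2 drought libraries, with 1 plant per library. Per the labels' protocols, a stem internode was chopped in extraction buffer, and 80000 stained nuclei were sorted by fluorescence for each library. They were loaded on a Singleron GEXSCOPE chip, which tags the RNA of each nucleus with a barcode and each molecule with a unique molecular identifier (UMI), with 10000 nuclei targeted per library. The extract protocol names internode 15, whereas the series' design text names internodes 14 and 15. The bulk libraries were 3 control and 3 drought libraries of total stem RNA, made with the TruSeq Stranded mRNA kit per the labels' protocols. No label names a plant measured in both assays.

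The deposited bulk table holds raw read counts per gene for 31823 genes. The deposited nuclei matrices hold raw UMI counts per feature and barcode, per the file headers and the values, for 31848 features. Of these, 31823 were the gene IDs of the bulk table. The other 25 carry ribosomal or transfer RNA names; they stayed out of library sizes and gene tests, and their share of UMIs per library ran from 0.0574% to 0.478%. The aligner, the counting software, the genome build and the rule that selected barcodes are not given in the sources used here, nor is whether bulk counting used strand. Counts of near-identical gene copies, of overlapping genes and of the alleles of the hybrid are therefore uncertain, because how their reads were assigned is not known here. The files pair no gene ID with a name, and no reference table was used here, so genes are given by ID, and neither named cell types nor gene families were tested.

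Samples were grouped by the treatment in their labels. Replicates were compared before use, by a chi-square of their counts over genes. The statistic per degree of freedom ran from 10.1 to 158 between bulk replicates, and was 5.43 for the control and 4.30 for the drought nuclei, so no library matched another within sampling noise. Each library was taken as 1 replicate, and nuclei were never used as replicates.

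Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test with TMM scaling, the filterByExpr filter and a Benjamini-Hochberg false discovery rate (FDR) of 0.05. It was run on bulk counts (3 against 3) and on UMI counts summed over all deposited barcodes of a library (2 against 2). Standard errors are the log2 fold change divided by the square root of F. The difference between the assays was tested as a contrast of the drought effects in 1 model of all 10 libraries. This model makes 1 estimate of spread per gene for both assays. The separate comparisons avoided that, because the assays were taken to differ too much in spread. The p-values of the difference therefore do not measure the spread of each assay on its own. The 2 sets of fold changes were compared by Spearman correlation across genes, with no p-value, because genes are not independent replicates. DESeq2 1.42.0 and limma 3.58.1 were alternatives.

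For clusters, barcodes with fewer than 200 genes were left out (3450 of 20406). Scrublet, run through scanpy 1.11.5 on each library, called 3 doublets in all, fewer than 0.5%. The caller is therefore taken not to have worked, and the 16953 nuclei kept still hold doublets. Counts were scaled to 10000 per nucleus and log-transformed. The 1835 genes called in the whole-library nuclei comparison were left out, so that clusters were not made from the genes compared. The 2000 most variable of the other genes were standardised within each library and limited to values within 10. They were reduced to 30 principal components, and nuclei were joined by shared neighbours (15 per nucleus). The graph was divided with the Leiden method at resolution 0.5, keeping the best of 10 starts. Clusters stay numbered by size. A leading gene is the gene with the highest log2 ratio of CPM in a cluster to CPM in the other nuclei (20 CPM added), taking the lowest of the 4 libraries.

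UMI counts were summed per library and cluster for the 17 clusters with at least 30 nuclei in each library, and each cluster was tested with edgeR as above. Whether drought effects differed between clusters was tested on all sums at once, with library and cluster as terms and an F test of all cluster-by-drought terms. The number of nuclei per library and cluster, for the 21 clusters of at least 10 nuclei, was tested with edgeR against the nuclei kept per library. Genes per nucleus were compared after random thinning of each nucleus to 278 UMIs, the 25th percentile of the shallowest library, by an exact two-sided permutation test of library medians. With 2 against 2 libraries its smallest possible p is 0.33.

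Tests, thresholds, the rule for named genes and most alternatives were fixed before the data were examined. The rule took the largest rising and falling fold changes in bulk at FDR below 0.05, with a mean log2 CPM of at least 2 and no overlap between groups. Without gene names it prints the leading 2 in each direction. Genes of the interaction tests were also to be named; they are not, because their IDs have no names here. The alternatives covered the test, the scaling, the filter on low counts, a replicate block, thinning, the clustering settings and leaving out each library.

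Each comparison was tested on simulated data in which 200 genes were changed 4-fold, drawn with the library sizes and dispersions of the real libraries. Each gene had 1 mean share of counts over all libraries of a comparison. Real differences in level between assays or between clusters were thus left out. For the difference between clusters, the change was placed in 1 cluster alone. The bulk comparison recovered 173 of the 200 (86.5%, among 26448 genes), the nuclei comparison 155 (77.5%, among 20768) and the difference between assays 91 (45.5%, among 27746). Within cluster 1 it was 158 (79%, among 12813 genes, with 190 of the changed genes tested). Within cluster 17, the smallest tested, it was 42 (21%, among 291 genes, with 141 of the changed genes tested). For the difference between clusters it was 63 (31.5%, among 8747, with 152 of the changed genes tested). The rates for the differences between assays and between clusters may therefore not hold for the real libraries. Totals per library were 47900128 to 57594846 counts in bulk and 1932106 to 4363243 UMIs in nuclei, so a gene had to be far more abundant to be tested in nuclei than in bulk. Floors for counts of 0 (3 counts) and the 95% exact Clopper-Pearson intervals cover counting error only, and bulk reads without molecular identifiers are not independent molecules.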

Results

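Single-nucleus and bulk transcriptomes were measured in stems of hybrid poplar kept well watered or held under severe drought for 14 days. The nuclei set had 2 libraries per treatment and the bulk set 3 per treatment. The comparisons asked which genes respond to severe drought in the stem, whether the assays give the same response, and whether it differs between kinds of nuclei.

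The bulk control libraries held 48103219, 49240301 and 57594846 counts, and the drought libraries 47900128, 53320324 and 48634078. Between 27700 and 28196 genes had at least 1 count in a library. The 10 most abundant genes took 3.12%, 3.18% and 3.23% of the counts in controls, against 6.01%, 7.87% and 5.42% under drought. Across genes, the Spearman correlation between control libraries was 0.993 to 0.994, and that between drought libraries 1 and 3 was 0.995. Drought library 2 correlated with them at 0.975 and 0.973, and with the controls at 0.956 to 0.960, whereas drought libraries 1 and 3 correlated with the controls at 0.916 to 0.921. On an axis from the control mean to the mean of the other drought libraries, in log2 CPM across genes, drought library 2 had a slope of 0.602, against 1.17 and 1.18 for drought libraries 1 and 3. The controls had slopes of -0.0019 to 0.0384 on the axis from the other controls to drought libraries 1 and 3.

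**Figure D1:**
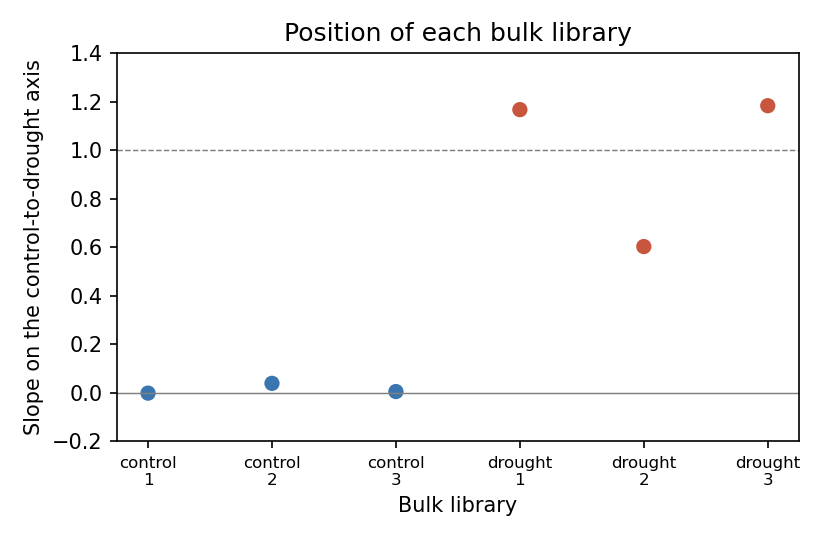
Slope of each bulk library on the axis from control to drought, with controls in blue and drought in red, where 0 is the mean of the controls and 1 (dashed) the mean of the drought libraries the axis is made of. Drought library 2 lies at 0.602, between the controls and the other drought libraries.

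The nuclei matrices held 4439 and 5698 barcodes in the control libraries and 4203 and 6066 in the drought libraries, against 10000 nuclei targeted. Total UMIs were 4363243 and 3651340 in controls and 1932106 and 1996618 under drought. Both drought libraries were shallower per barcode than both controls. Median UMIs were 736 and 517 in controls against 347 and 263 under drought, and median genes were 621 and 457 against 296 and 236. The share of barcodes with at least 200 genes was 97.8% and 100% in controls but 75.5% and 61.7% under drought. Control library 2 held no barcode below 200 genes or 242 UMIs, whereas the lowest values were 94 genes and 108 UMIs in control library 1, and 106 and 92 genes and 142 and 121 UMIs in the drought libraries. The rule that selected barcodes is not given, nor whether it was the same for each library, so these shares and medians also depend on it. For both medians the exact two-sided permutation test gave p = 0.33 (n = 2 against 2), the smallest value this design allows, so the difference could not pass 0.05 here.

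**Figure D2:**
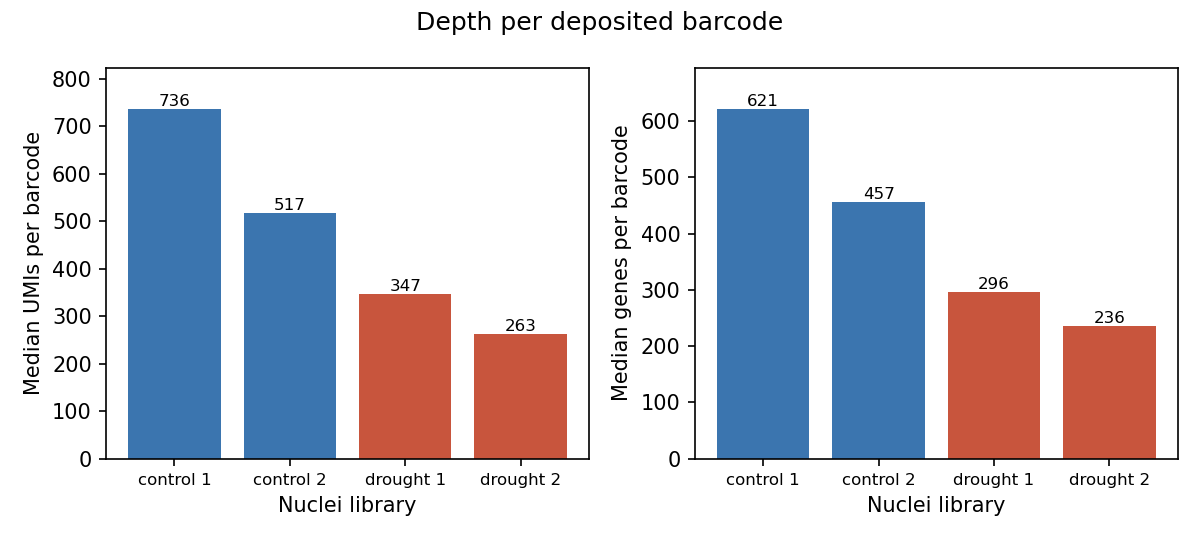
Median UMIs (left) and median genes (right) per deposited barcode, with 1 bar for each nuclei library and both axes starting at 0. The drought libraries, at 347 and 263 UMIs, lie below the controls, at 736 and 517.

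Genes per nucleus were compared before and after thinning to equal depth. In nuclei with at least 200 genes, the median was 627 and 456 genes in controls and 358.5 and 313 under drought, so that the drought mean was 62.0% of the control mean. After thinning to 278 UMIs per nucleus, the medians were 259 and 260 (mean 259.5 ± 0.71, SD, n = 2) against 249 and 254 (mean 251.5 ± 3.5, SD, n = 2). The drought mean was then 96.9% of the control mean, and the exact permutation test again gave its smallest possible p of 0.33. These medians lie near the ceiling of 278 genes that 278 UMIs allow, so the thinned comparison leaves little room for a difference. Thinning left out 50 and 492 shallower control nuclei and 494 and 929 drought nuclei.

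In bulk RNA, 14329 of 26448 tested genes differed between drought and control at FDR below 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 3 against 3). Of these, 7173 were higher and 7156 lower under drought, and 6427 changed at least 2-fold. Requiring that fold change moved the count most among the alternatives. Without scaling beyond library size 14376 genes were called, but only 40.4% of them were higher under drought (5802 higher, 8574 lower) against 50.1% with TMM scaling. That setting moved the median log2 fold change of all tested genes from 0.01 to -0.12. Counts of rising and falling genes are thus relative to the scaling.

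The files do not pair gene IDs with names, so 2 rising and 2 falling genes are given by ID. PtXaAlbH.01G052300 had 6, 0 and 4 counts in controls and 28033, 20818 and 23763 under drought. Its log2 fold change was 12.96 (SE 0.49, adjusted p 6.78e-05 with edgeR, n = 3 per group). The fold change ran from 12.40 without control library 2 to 13.70 without control library 1. PtXaAlbH.09G012500 had 0 counts in each control and 1200, 32 and 973 under drought (adjusted p 0.0153 with edgeR, 0.0419 or lower under each alternative that tested it). Set against a floor of 3 counts over the control group, its level over the pooled drought libraries was at least 760-fold higher. Its level in drought library 2 was 0.618 CPM, far below 26.4 and 21.0 CPM in drought libraries 1 and 3. The pooled bound therefore does not hold for drought library 2 alone. PtXaAlbH.19G022600 fell from 30.6 ± 2.9 to 0.707 ± 0.27 CPM (SD, n = 3 per group), a log2 fold change of -5.42 (SE 0.27, adjusted p 0.000105 with edgeR). PtXaAlbH.10G062800 fell from 16.4 ± 5.0 to 0.436 ± 0.093 CPM (SD, n = 3 per group), a log2 fold change of -5.22 (SE 0.30, adjusted p 0.00014 with edgeR).

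Of these 4 genes, PtXaAlbH.10G062800 alone passed the filter on low counts in nuclei. It had 128 and 78 UMIs in controls and 3 and 6 under drought, a log2 fold change of -3.49 (SE 0.46, adjusted p 0.00399 with edgeR). PtXaAlbH.01G052300 had 0 and 0 UMIs in control nuclei against 5 and 11 under drought, and PtXaAlbH.19G022600 had 32 and 8 against 0 and 0. PtXaAlbH.09G012500 had 1 UMI in all, in drought library 2.

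In nuclei, with UMIs summed over each library, 1835 of 20768 tested genes differed at FDR below 0.05 (edgeR, 2 against 2). Of these, 754 were higher and 1081 lower under drought, and 1423 changed at least 2-fold. Thinning all libraries to the total of the shallowest gave 1690 genes. The count moved most without drought library 2, to 853 genes. Without a filter on low counts 2816 genes were called.

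The assays were then compared gene by gene. Across the 20588 genes tested in both, log2 fold changes had a Spearman correlation of 0.460, which describes genes and not replicates. In all, 1397 genes were called in both assays, where 1025 would be shared if the calls were independent. Of these, 1321 (94.6%) changed in the same direction, with 485 higher and 836 lower under drought, and 76 changed in opposite directions. Without nuclei drought library 2 the shared count was 633 (464 if independent), and the genes of opposite direction numbered 151 without bulk drought library 2, 49 without bulk control library 1 or 3 and 50 without bulk drought library 1. Leaving out nuclei drought library 2 gave the lowest correlation among the single libraries left out, 0.358, and leaving out nuclei control library 1 the highest, 0.512.

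**Figure D3:**
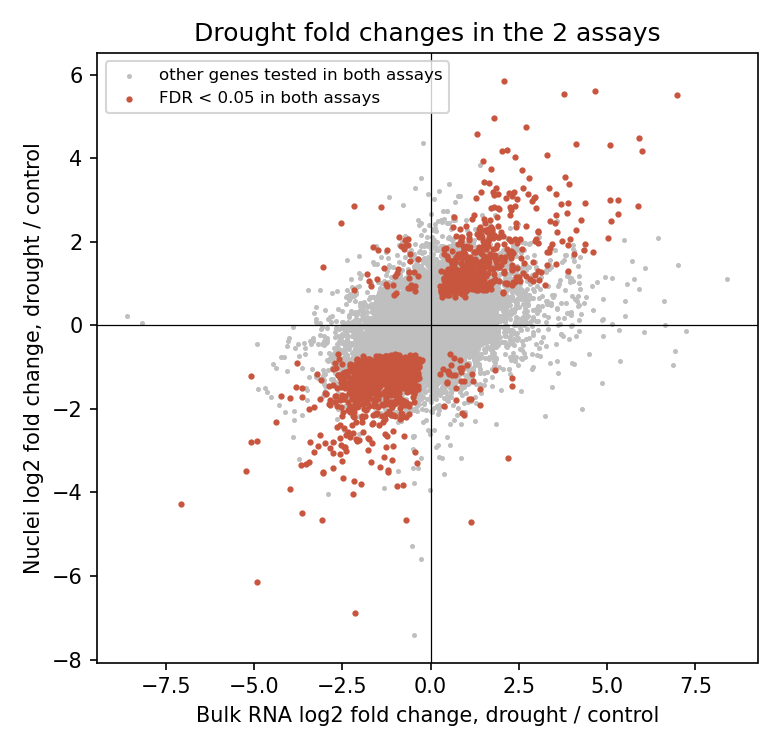
Log2 fold change of drought over control in bulk RNA (horizontal) and in nuclei (vertical), 1 point per gene tested in both; red points are the 1397 genes at FDR below 0.05 in both. Of the red points, 1321 lie in the quadrants of equal sign and 76 in the others.

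The difference between assays was tested itself. In the model of all 10 libraries, the drought effect differed between nuclei and bulk for 2001 of 27746 genes at FDR below 0.05 (edgeR). The effect was more positive in nuclei for 650 of them (32.5%) and more negative for 1351. This split depended on the scaling: without scaling beyond library size 2293 genes were called, with 1474 (64.3%) more positive in nuclei, and 1469 genes were called both ways. Among the 2001 genes, 1892 were tested in each assay separately. The fold changes had opposite signs for 1274 of them, the same sign and a smaller size in nuclei for 496, and the same sign and a larger size in nuclei for 122. Most of these nuclei changes were not called on their own: 1559 of the 2001 genes were called in bulk only, 173 in nuclei only and 128 in both, 72 of these in opposite directions. The median nuclei log2 fold change was -0.10. The count depended strongly on single libraries, from 624 without bulk control library 3 to 6308 without bulk drought library 2. Of the 10 libraries left out in turn, nuclei drought library 2 alone left it within 1.5 times, at 1391.

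Clustering of 16953 nuclei gave 21 clusters of at least 10 nuclei, and 11 nuclei stood alone. Cluster 1 held 29.0% of the nuclei. It was the shallowest cluster, with a median of 372 UMIs, and its leading gene reached a log2 ratio of only 0.94 over the other nuclei. It is therefore described as nuclei without strong defining genes. Cluster 3 was led by PtXaAlbH.16G095400 (log2 ratio of at least 3.71 in each library), cluster 5 by PtXaAlbH.10G108800 (4.31) and cluster 13 by PtXaAlbH.06G122800 (4.67). Cluster 19 had a median of 1658 UMIs and was not tested, and doublets among its nuclei were not resolved.

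Within clusters, 1274 calls of 809 genes were made at FDR below 0.05 (edgeR, 2 against 2 libraries in each of 17 clusters), 561 higher and 713 lower under drought. Cluster 1 had 563 calls, and the other clusters 711 together, with at most 142 in one (cluster 7). Clusters 8 and 17 had 0 calls with edgeR, with 247 and 15 genes at an unadjusted p below 0.05; no other tool was run per cluster. Counts in single clusters depended on single libraries. Cluster 7 had 10 calls without drought library 1, 221 without drought library 2, and 57 and 68 without control libraries 1 and 2. Cluster 8 had 43, 38, 31 and 51 calls without control libraries 1 and 2 and drought libraries 1 and 2, and cluster 17 had 1, 0, 24 and 12 in the same order (15 genes at an unadjusted p below 0.05 without control library 2, edgeR, no other tool run). Cluster 1 had 330 calls without control library 2 and 882 without control library 1. The number of calls per cluster tended to rise with its UMIs, which ran from 120845 in the smallest tested to 2111700 in cluster 1 (Spearman 0.769 across the 17 clusters, which are not independent samples). With every cluster thinned to the counts of the smallest, 204 calls were left, and the counts still varied, with 41 in cluster 7, 28 in cluster 15, 22 in cluster 1 and 0 in clusters 5, 14 and 17 (38, 65 and 11 genes at an unadjusted p below 0.05, edgeR, no other tool run). Of the 1274 calls, 869 were of genes also called in bulk, 785 (90.3%) of them in the same direction.

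**Figure D4:**
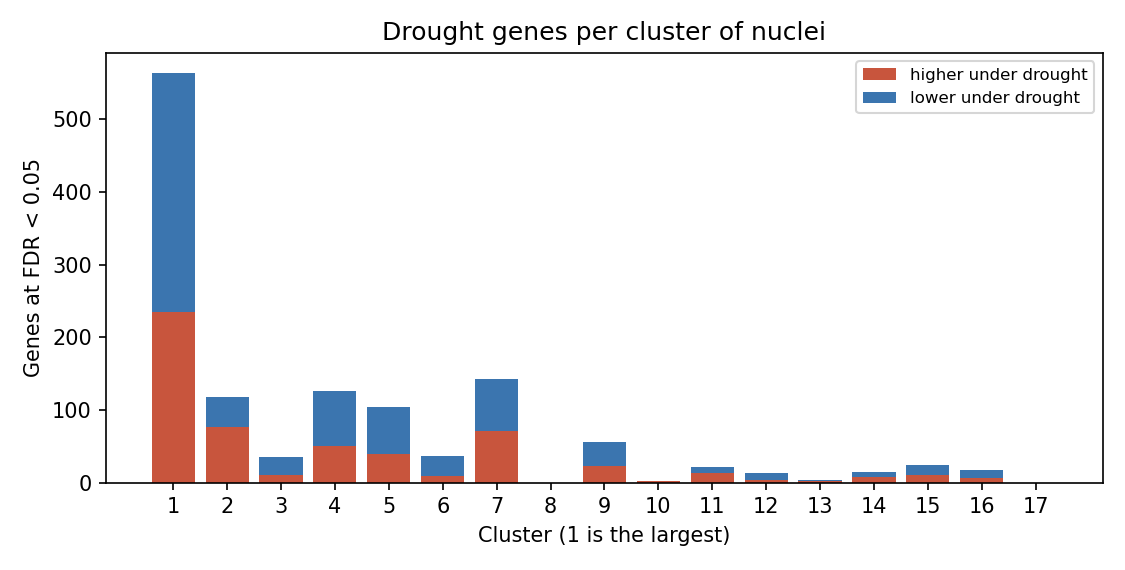
Number of genes at FDR below 0.05 per tested cluster, stacked as higher (red) and lower (blue) under drought, with clusters numbered by size. Cluster 1 has 563 genes and clusters 8 and 17 have 0 (247 and 15 at an unadjusted p below 0.05, edgeR, no other tool run).

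Whether the drought effect differed between clusters was tested over all sums. It did for 207 of 8747 genes at FDR below 0.05 (edgeR, F test of all cluster-by-drought terms). Without control library 1 the count was 63, and without control library 2 it was 104. Differences in counts of calls between clusters were not tested.

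The share of nuclei differed between treatments for 3 of 21 clusters, each at an adjusted p of 0.0492 (edgeR on numbers of nuclei, n = 2 per group). Cluster 3 made up 10.1% and 10.8% of control nuclei and 6.65% and 5.72% of drought nuclei. Cluster 5 went from 8.15% and 7.34% to 4.82% and 4.33%, and cluster 13 from 1.11% and 1.88% to 3.59% and 2.83%. Cluster 1 had 16.6% and 27.7% in controls against 37.0% and 38.7% under drought, and was not called (adjusted p 0.117, edgeR), although 5 of 10 alternatives called it in the same direction. With nuclei below 300 UMIs left out and the other 14210 thinned to 300, the cluster matched to cluster 1 had 26.1% and 28.6% in controls. Under drought it had 35.7% and 33.1%. Its log2 ratio was then 0.33 (adjusted p 0.0612, edgeR), against 0.77 as reported. Of the nuclei of cluster 1 kept in that run, it held 64.7%. Cluster 1 had a median of 308.5 UMIs in drought library 2, near that limit. Thinning and the loss of shallow nuclei therefore cannot be told apart here. All 3 calls lie close to the threshold. Shares are relative, so the higher share of cluster 1 under drought, though not called, by itself lowers the others. They also cover only barcodes with at least 200 genes. These were 97.8% and 100% of control barcodes but 75.5% and 61.7% of drought barcodes. Without either drought library edgeR called 0 clusters, with 0 at an unadjusted p below 0.05 and no other tool run. Without control library 2 it called 7.

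**Figure D5:**
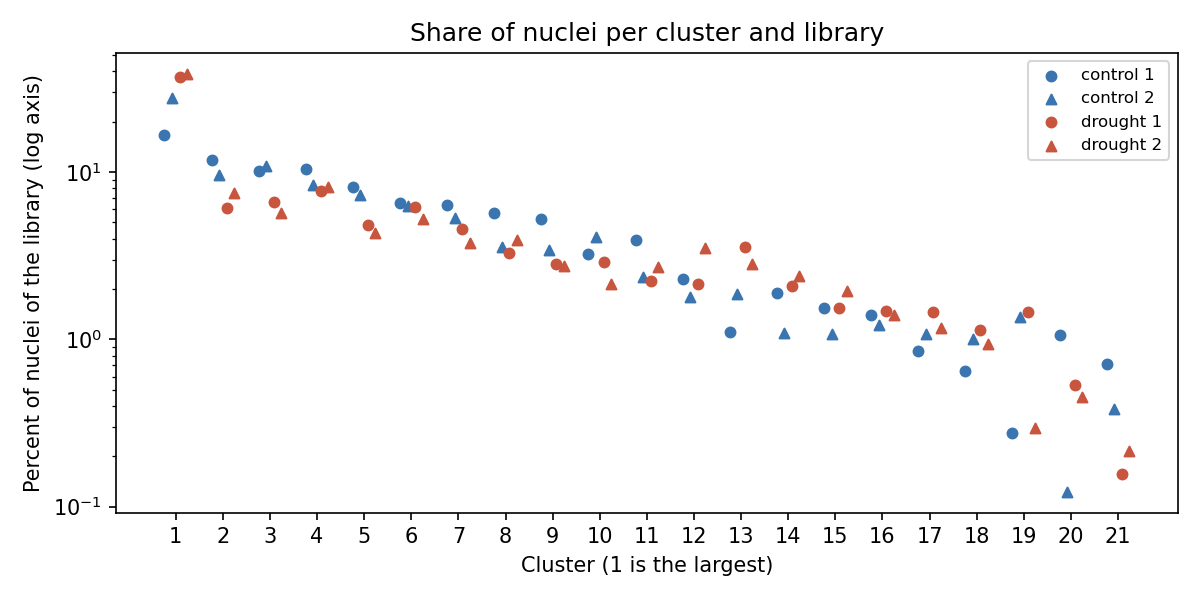
Percent of each library's nuclei in each of 21 clusters, on a log axis, with controls in blue and drought in red. In clusters 3 and 5 both drought libraries lie below both controls, and in cluster 13 both lie above.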

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

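The tests set against both results of this part were all chosen after those results had been seen; several use settings fixed earlier, but thinning of bulk counts or of nuclei and leaving out the largest cluster were also added later.

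The drought effect differed between nuclei and bulk RNA for 2001 genes, by a test of the difference itself over all 10 libraries. Several technical causes are not enough on their own. With at least 50 counts in every library of 1 group, 1985 of the genes were still called. Bulk libraries alone can meet this filter, which kept 23854 genes here and 23714 in bulk, but 14496 in nuclei. It therefore argues against low counts in both assays at once. Low counts in nuclei alone were not addressed and stay open. Without bulk drought library 2, the library that deviates most, all 2001 were called. Without scaling beyond library size 1469 were called, so scaling between the assays is not the whole cause, although it decides in which direction most genes differ. With bulk counts thinned to the shallowest nuclei library 1245 were called, so the greater depth of bulk is not the whole cause either. The preparation of nuclei, the selection of barcodes, free RNA and the estimate of spread shared by both assays were not tested for these genes and stay open. So does the material. The labels name 0 plants measured in both assays, and bulk RNA came from stem as total RNA while nuclear RNA came from an internode. Different plants, stem positions or RNA pools (nuclear against total) cannot be told apart here, since none was varied on its own. Nuclear and total RNA may respond differently to drought in the same stem; that is a hypothesis, and it was not tested. The gene count itself ran from 624 without bulk control 3 to 6308 without bulk drought 2, and of the libraries left out in turn nuclei drought 2 alone left it within 1.5 times, at 1391. With the replicate block it was 432.

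The drought effect differed between clusters of nuclei for 207 genes, by a test of all cluster-by-drought terms. Leaving out the largest cluster, which holds shallow nuclei, 158 of the genes were still called. Without scaling beyond library size 192 were, so neither that cluster nor scaling between the sums is the whole cause. When nuclei below 300 UMIs were left out and the others thinned to 300 for clustering, 93 of the genes were still called. An effect of depth on cluster membership is therefore not the whole cause. The counts then tested were not thinned, so the depth of the counts stays open for all 207 genes. The other 114 genes were no longer called. For these, the new membership and the nuclei left out cannot be told apart. With finer clusters (Leiden resolution 1.0) 170 were still called, but finer clusters can be mixed as well, so kinds of nuclei mixed within a cluster remain open. Of the 3 ways to divide the 4 libraries evenly, the others gave 0 and 2 genes (edgeR; 124 and 161 at an unadjusted p below 0.05, no other tool run). These others mix control and drought libraries within a group, so a drought effect adds to their spread and lowers their calls. With 3 groupings a difference between plants other than drought cannot be excluded. Without control 1 the count was 63 and without control 2 it was 104. RNA from lysed nuclei, shared by all barcodes of a library, was not tested for these genes. A drought response that differs between kinds of nuclei may account for part of the 207 genes, as a hypothesis.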

How the results depend on the processing

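The alternatives were fixed beforehand, except those chosen after seeing the data: thinning nuclei before clustering, thinning bulk counts, the crossed pairing, leaving out shared barcodes, the largest cluster, or single libraries in the test between clusters and for genes per nucleus. Where leaving out a library leaves 1 in a group, that library is assumed to vary like the others. Gene set shifts were not run, because no table that pairs gene IDs with names was used here.

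The bulk count (14329) stayed within 1.5 times under 12 of 13 alternatives. It ran from 10513 (without control 3) to 17816 (without drought 2) when a library was left out, and was 15171 with DESeq2. It moved to 6427 with a 2-fold threshold, by construction. The 4 named genes kept their direction and stayed past the threshold in 47 of 47 values; PtXaAlbH.09G012500 could not be tested with at least 50 counts per library. Only 1 of the 10 splits of the 6 bulk libraries, the real one, called as many genes. The other 9 gave 0 each (edgeR; 31 to 1105 genes at an unadjusted p below 0.05, no other tool run). Each of these 9 splits mixes control and drought libraries within a group, so a drought effect adds to its spread and lowers its calls. As 10 splits allow no share under 0.1, the count of splits by itself cannot exclude a chance division of the libraries.

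The nuclei count (1835) stayed within 1.5 times under 12 of 16 alternatives, among them DESeq2 (1388, with 403 genes given no adjusted p) and filtered nuclei (1454). It was 2816 without a filter on low counts, which tests more genes (28149), and 1074 with limma on mean CPM per nucleus. Leaving out a library gave 853 (without drought 2) to 2241 (without control 1). The cause was not tested for the limma value or for drought 2. The other 2 groupings of the libraries gave 0 genes (edgeR, 104 and 235 at an unadjusted p below 0.05, no other tool run). Both mix control and drought libraries within a group, so a drought effect adds to their spread and lowers their calls. They are thus no independent check of the count.

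The correlation between assays (0.460) kept its sign under all 14 alternatives. Among genes called in both it was 0.760, a selection on agreement in size. It ran from 0.358 (without nuclei drought 2) to 0.512 (without nuclei control 1).

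The count of genes whose drought effect differed between assays (2001) stayed within 1.5 times under 4 of 15 alternatives. DESeq2 gave 4297, with 3231 genes given no adjusted p. Leaving out bulk controls 1, 2 and 3 gave 704, 903 and 624, and leaving out bulk drought 1, 2 and 3 gave 761, 6308 and 893. Without nuclei control 1 or 2 it was 642 or 1268, and without nuclei drought 1 or 2 it was 959 or 1391. The cause was not tested.

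Calls within clusters (1274) stayed within 1.5 times under 10 of 11 alternatives, from 861 (without control 2) to 1821 (without drought 1) when a library was left out. They fell to 204 when clusters were thinned to the smallest, which tests fewer genes. The count of genes differing between clusters (207) stayed within 1.5 times under 7 of 9. It was 63 without control 1, the lowest, 104 without control 2, and at most 181 when a library was left out; the cause was not tested. Cluster membership itself changed with the settings: the adjusted Rand index with the clustering reported was 0.536 at resolution 1.0 and 0.315 after thinning to 300 UMIs.

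The number of clusters with a called share (3) stayed within 1.5 times under 3 of 10 alternatives. It was 7 with all highly variable genes and 5 with the called doublets kept, which adds 3 nuclei and so reflects how unstable the clustering is. Without centring within libraries edgeR called 0 (7 at an unadjusted p below 0.05, no other tool run). Leaving out a library gave 0 (without drought 1 or drought 2, each with 0 at an unadjusted p below 0.05) to 7 (without control 2). Clusters 3, 5 and 13, matched by shared nuclei, kept their direction in 10 of 10 alternatives each but were called in 4 of 10. Cluster 1, not called in the reported test, was higher under drought in 10 of 10 and called in 5 of 10 (adjusted p 3.78e-07 to 0.774 with edgeR). The cause was not tested. With nuclei thinned to 300 UMIs, the matched log2 ratios of clusters 3, 5, 13 and 1 were -0.47, -0.56, 1.13 and 0.33. The reported ratios were -0.76, -0.76, 1.09 and 0.77. With at least 500 genes per nucleus the ratios were -0.54, -0.32, 0.95 and 1.00. The run with thinning also alters membership and leaves out nuclei below 300 UMIs. Its matches held 53.6% to 89.2% of those nuclei of a cluster that were kept in that run. Genes per nucleus stayed lower under drought in all 6 alternatives, at 62.0% of control without thinning and 96.0% to 98.3% in the alternatives with thinning.

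Replicate numbers did not pair the libraries. Deviations of same-numbered bulk libraries correlated at -0.0018, -0.0093 and 0.0303, and of nuclei at -0.102. With the replicate block, edgeR called 12779 bulk and 1672 nuclei genes, 432 genes differing between assays, 1655 calls within clusters and 0 cluster shares (3 at an unadjusted p below 0.05, no other tool run). Within clusters the block moved counts unevenly: cluster 1 went from 563 to 999 calls, cluster 4 from 126 to 193, cluster 10 from 2 to 4, cluster 11 from 21 to 82 and cluster 14 from 14 to 36. Cluster 2 went from 118 to 70, cluster 3 from 35 to 14, cluster 5 from 104 to 19, cluster 9 from 56 to 22, cluster 12 from 13 to 1 and cluster 16 from 17 to 3. Cluster 13 went from 3 to 0 (60 genes at an unadjusted p below 0.05, edgeR, no other tool run). The correlation between assays was 0.459. The crossed pairing of nuclei, control 1 with drought 2 and control 2 with drought 1, called 2792 genes.

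Thinning the nuclei libraries to the shallowest gave 1690 genes, whereas leaving out a library gave 853 to 2241. The shallowest nuclei library had 1932106 UMIs against 47900128 counts in bulk, and simulated 4-fold changes were recovered for 42 of 200 genes in cluster 17, where 141 of them passed the filter and most of the 291 genes were changed, and for 158 of 200 in cluster 1, where 190 passed it among 12813 genes. These simulations differ too much for their rates to be compared.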

Other observations

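All tests in this part were chosen after the pattern they address had been seen; for the genes that mark clusters 3 and 5, the within-cluster test was set before its own result was known.

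Bulk drought library 2 lay between the controls and the other drought libraries. A control library under a drought label is argued against by its slope of 0.602 on the axis from control to drought, since controls lay at -0.0019 to 0.0384. Lower depth is argued against by its total of 53320324 counts, the highest of the drought libraries. Control RNA mixed into the library would dilute rising and falling genes by 1 common share. Over 301 genes at least 16-fold higher in drought libraries 1 and 3, the implied share of control RNA was 75.3% (quartiles 57.6% to 90.6%), but over 74 genes at least 16-fold lower it was 10.8% (quartiles 6.98% to 19.2%). On the log2 scale both sets stood at a similar point between control and drought, 0.60 and 0.63. Not all values of the library are intermediate. Its most abundant gene took 3.03% of counts against 1.83% and 1.51% in drought libraries 1 and 3, and its 10 most abundant genes 7.87% against 6.01% and 5.42%. Genes that mark clusters 10 and 13 changed by medians of 0.84 and 0.70 in it, against 0.45 and -0.04 in drought library 1 and 0.44 and -0.15 in drought library 3. A weaker response may account for the intermediate genes, but a uniformly weaker response does not account for these others, so the library may have responded differently and not only less. Both are hypotheses; the sampled position along the stem, the soil water of that pot and the time of sampling were not tested.

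Features with ribosomal or transfer RNA names took 0.391% and 0.478% of UMIs in control nuclei but 0.0574% and 0.100% in drought nuclei. Nearly all of this came from 2 of the 25 features, rrnS and rrnL, which had 10093 and 6951 of 17045 such UMIs in control library 1 and 847 and 261 of 1109 in drought library 1. The pattern is thus one of these 2 features and not of the transfer RNAs. With 2 libraries per treatment no permutation test can go below 0.33. Fewer UMIs per nucleus are argued against by nuclei of 300 to 600 UMIs, where the shares were 0.467% and 0.551% in controls and at most 0.0993% under drought. Other proportions of the clusters are argued against as well, since both drought libraries lay below both controls in 17 of 17 clusters. A fixed amount of free RNA per barcode would make the share fall in proportion to UMIs. In controls the share at 250 to 400 UMIs was only 1.03 and 1.18 times that at 600 to 1200 UMIs, where nuclei had 2.36 and 2.39 times the UMIs, which argues against such an amount as the source of the control share. In drought libraries 1 and 2 the share was 1.92 and 1.09 times as high, where nuclei had 2.43 and 2.35 times the UMIs. A fixed amount may thus make up part of the small share in drought library 1, which is not decided here. RNA carried over at the isolation of nuclei in proportion to their own, the authors' selection of barcodes, and a change in these RNAs under drought stay open, and none was tested. A difference in preparation between the treatments could therefore lie behind this pattern, and would then also bear on other genes.

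The drought nuclei libraries shared 56 barcodes, where the frequencies of the 3 barcode parts give 19.1 by chance. The profiles of a barcode in the 2 libraries had a median correlation of 0.280, against 0.0393 for different barcodes of the same set. The one-sided permutation p was 0.0001, the smallest that 10000 permutations can give, and 0.0003 after adjustment over the 6 pairs of libraries. These barcodes had a median of 1353.5 UMIs in drought library 1 and 156 in drought library 2. The control libraries shared 30 barcodes against 16.4 by chance, with a correlation of 0.129 against 0.0638 and the same permutation p. Pairs across treatments shared 18 to 28 barcodes against 12.9 to 23.4 by chance, with adjusted permutation p from 0.474 to 0.8. This is consistent with reads of a library counted in the other library of its treatment, for a small number of barcodes. Without all barcodes found in 2 libraries 1753 nuclei genes were called, 1711 of them among the 1835 reported. The labels give no batch, so whether libraries of a treatment were handled together was not tested.

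The genes that mark clusters 3 and 5, whose shares of nuclei fell, also fell in bulk RNA. The 100 genes with the highest ratio over the other nuclei in all 4 libraries had a median bulk log2 fold change of -1.85 for cluster 3 and -1.13 for cluster 5. Both medians lay below those of all 10000 random lists of the same size and mean expression. The same held for 5 of 17 clusters, while 4 lay above all random lists. Across the 17 clusters the bulk median went with the change in share (Spearman 0.471, across clusters that are not independent), but 2 of these 9 went against it. Genes of clusters 8 and 10 rose in bulk by medians of 0.69 and 0.67 although their shares fell, which were not called. The bulk falls were larger than the falls in share, which were -0.76 on the log2 scale for both clusters. The bulk medians per drought library were -2.13, -1.12 and -2.18 for cluster 3 and -1.11, -0.996 and -1.21 for cluster 5. Genes of cluster 4 fell in bulk by a median of -1.08 with a share change of -0.24. The fall in share alone is therefore smaller than the bulk change. A share is relative, however, and depends on the other clusters and on which barcodes were kept, so a loss of nuclei was not measured. Shares and bulk RNA also come from different plants and parts of the stem, so the loss in the bulk stems is not known. If only the number of nuclei had changed, these genes would not change within their own cluster relative to genes of a similar level. For cluster 5 they were lower in 4 of 4 pairs of a drought with a control library (median -0.14). For cluster 3 they were lower in 3 of 4 (median -0.20). The lists required a high ratio in the drought libraries too, so genes that fell strongly within a cluster were unlikely to be listed. These medians may therefore understate a fall within the clusters. Fewer nuclei of these kinds with no change within them, and lower expression within them, cannot be told apart here, because the share in the bulk stems was not measured, the changes within clusters are small, the pairs share libraries, and shallower nuclei may be assigned to clusters less well.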
